A study of Mus musculus with 12 samples. Its data were reported in "YTHDF1 shapes immune-mediated hepatitis via regulating inflammatory cell recruitment and response" (2024).

How the data were processed

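RNA sequencing had been done on 12 libraries of mouse peritoneal macrophages, 3 in each of 4 groups. The cells came from wild-type mice (WT) or from mice labelled as Ythdf1 knockouts (KO) and were kept with PBS or with 1 µg/mL lipopolysaccharide (LPS) for 6 h. The series record names starch broth as the agent that drew the cells into the peritoneum, whereas the paper's methods name thioglycollate. Single-end reads came from a BGISEQ sequencer. Per the paper's methods, the authors aligned them with STAR to a mouse genome whose build is not stated and counted them with HTSeq. The deposited values are expected counts (estimated counts per gene) and not whole numbers. Between 24.6% and 26.9% of the values in a library carried decimals, and those genes held 27.8% to 34.4% of its counts. Decimals arise where a counter shares reads between genes, and the files do not state which counter or counting mode made these values. They had not been scaled between libraries. Each table held 16920 genes under NCBI gene numbers and symbols.

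All values were rounded to whole counts before the count models. Total counts per library lay between 21546274 and 22017005, and 3 counts, the floor used here, equalled 0.105 to 0.187 CPM (the normalised read count that edgeR reports). The floor covers counting error only, and the reads carried no molecular identifiers. SD values give the spread between the libraries of a group, and SE values come from the model fit described below, which includes that spread. Gene numbers were matched to an NCBI gene table of build GRCm38.p6, in which 16803 of the 16920 (99.3%) were found, and transcript GC content came from the GENCODE annotation of GRCm38 for 16558 (97.9%). Positions are those of GRCm38 from this match, not from the authors' files.

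Differential expression was tested in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Genes were filtered with filterByExpr on the 4 groups, which left 12064, and libraries were scaled with the trimmed mean of M values (TMM). A single quasi-likelihood model with robust dispersions and 1 mean per group was fitted to all 12 libraries. CPM values use the TMM-scaled library sizes. The typical biological coefficient of variation was 6.99%. The 5 contrasts were LPS against PBS in WT, LPS against PBS in KO, KO against WT under PBS, KO against WT under LPS, and the interaction of genotype with LPS. P-values were two-sided and adjusted with the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. Where every library of a group lay at or under the floor, a fold was computed against the floor and is a lower bound.

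The comparisons, tests and gene lists were fixed before the data were examined, except where a later choice is stated. The lists were 10 m6A regulators, 7 inflammatory mediators (at least 5 of which the study itself picked from these libraries), 5 lists of inflammatory genes written from general knowledge under the names of the hallmark sets that the study used (which were not used here), 5 genes known to differ between C57BL/6 substrains, 5 sex-linked genes, 12 housekeeping genes, and markers of skeletal muscle, B cells, T cells, neutrophils, mesothelium, mast cells, eosinophils, fibroblasts, resident macrophages and monocyte-derived macrophages. A list of 10 general macrophage genes was added after the data were seen. The 5 inflammatory lists were tested with camera at a preset correlation of 0.01, adjusted over the 5 lists, and repeated with fry, with camera at an estimated correlation and with fgsea 1.28.0. Beside the list members, the genes named are, for each contrast, the 4 with the largest log2 fold change each way among those past the threshold with a mean of at least 5 CPM in the higher group. For the contrasts other than the interaction, the CPM values of the groups compared also had to be free of overlap.

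The alternatives tried were the RLE and upper-quartile scalings, no filter on low counts, at least 10 counts in every library, DESeq2 1.42.0, a fit to only the libraries compared, the replicate number as a block, leaving out each replicate in turn, and a further threshold of more than 1 on the log2 scale. Scaling by library totals alone and a correction for GC content (a lowess trend per library with a span of 0.3, used as an offset) were chosen after seeing the data. Other splits of the libraries were fitted as well, all 10 for each pair of groups and 100 of the 200 assignments of genotype within treatment for the interaction. The pipeline was tested on simulated data with 200 genes changed by 1 log2 unit in 1 group. edgeR recovered 97.5% of them in the pairwise contrast and 93.5% in the interaction, and called 0.115% and 0.0975% of the unchanged genes. The GC correction was tested on simulated data in which no gene changed but the GC trend differed, where calls fell from 3750 to 0. Raw reads, splice junctions and values per exon were not analysed here.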

Results

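To ask how Ythdf1, a reader of the RNA mark N6-methyladenosine (m6A), bears on the response of macrophages to bacterial lipopolysaccharide (LPS), mRNA was profiled in 12 libraries of mouse peritoneal macrophages. There were 3 replicate libraries each of WT cells with PBS, WT cells with LPS (1 µg/mL, 6 h), cells labelled Ythdf1 knockout (KO) with PBS, and cells labelled KO with LPS. Total counts lay between 21740508 and 22017005 in the WT libraries and between 21546274 and 21744004 in the KO-labelled libraries. The first principal component separated PBS from LPS and held 88.7% of the variance. The second separated the WT from the KO labels under both treatments and held 4.99%. Replicates 2 and 3 of the WT LPS group lay closer to each other than to replicate 1, with mean chi-square values per gene of 3.08 between replicates 2 and 3 but 32.7 and 25.5 against replicate 1.

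The abundance of Ythdf1 (gene 228994, chromosome 2 from 180904377 to 180920949, minus strand, GRCm38) was examined first, since it was the targeted gene. It averaged 43.5 ± 1.54 CPM (SD, n = 3) in WT PBS libraries and 57.2 ± 1.53 CPM in KO-labelled PBS libraries. With LPS, it averaged 202 ± 9.37 CPM in WT and 198 ± 6.94 CPM in KO-labelled libraries. Under PBS it was thus higher in all 3 KO-labelled libraries than in any WT library, with a log2 fold change of 0.40 ± 0.0581 (SE, adjusted p = 0.000133). Under LPS the difference was -0.03 ± 0.0557 (adjusted p = 0.724), smaller than the spread between replicates. Without WT LPS replicate 1 it was 0.01. The count table therefore showed no loss of Ythdf1 mRNA in the libraries labelled KO. The table sums reads over the whole gene, so a deletion of few bases or of a short exon would not be visible in it. For its knockout mice the paper gives a CRISPR targeting design, genotyping of tails and YTHDF1 immunoblots of liver and spleen from bone marrow chimeras. None of these were made on the present libraries. Within these data, every genotype comparison that follows rests on the labels alone.

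To learn whether LPS altered the m6A machinery, the 10 m6A regulators were compared between PBS and LPS in WT. Of these, 7 passed the threshold over all genes tested, 5 higher and 2 lower, and 8 passed when adjusted over the list alone, 6 higher and 2 lower. Ythdf1 rose the most, by a log2 fold change of 2.21 ± 0.0590 (adjusted p = 1.70e-15), and was higher in all 3 LPS libraries. Ythdc1 rose by 1.07 (adjusted p = 3.08e-10) and Wtap by 0.95 (adjusted p = 1.47e-09), while Alkbh5 fell by 0.86 (adjusted p = 1.62e-07) and Fto fell by 0.40 (adjusted p = 0.00107). For each of these 5 genes the PBS and LPS libraries did not overlap. Ythdf2 (0.49, adjusted p = 1.59e-05) and Ythdc2 (0.37, adjusted p = 0.00439) were also higher. Both were lower once libraries were scaled by their totals alone, at -0.17 and -0.29, and Ythdc2 did not pass under upper-quartile scaling (0.06). Ythdf3 (0.15, adjusted p = 0.0518), Mettl3 (0.08, adjusted p = 0.468) and Mettl14 (-0.09, adjusted p = 0.600) did not pass. Ythdf3 passed as higher under RLE scaling (0.19), with DESeq2 (0.19), without WT LPS replicate 1 (0.19) and with the GC correction (0.14), but as lower under the upper-quartile (-0.16) and totals (-0.52) scalings. The direction of Mettl3 was also negative under these 2. Mettl14 passed as lower under both, at -0.40 and -0.75. With upper-quartile scaling 8 regulators passed, 4 higher and 4 lower, and with totals alone all 10 passed, 3 higher and 7 lower. Relative to TMM, these scalings moved the median change of all genes in this contrast by -0.31 and -0.66. In the KO-labelled libraries, 9 of the 10 regulators passed between PBS and LPS.

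**Figure D1:**
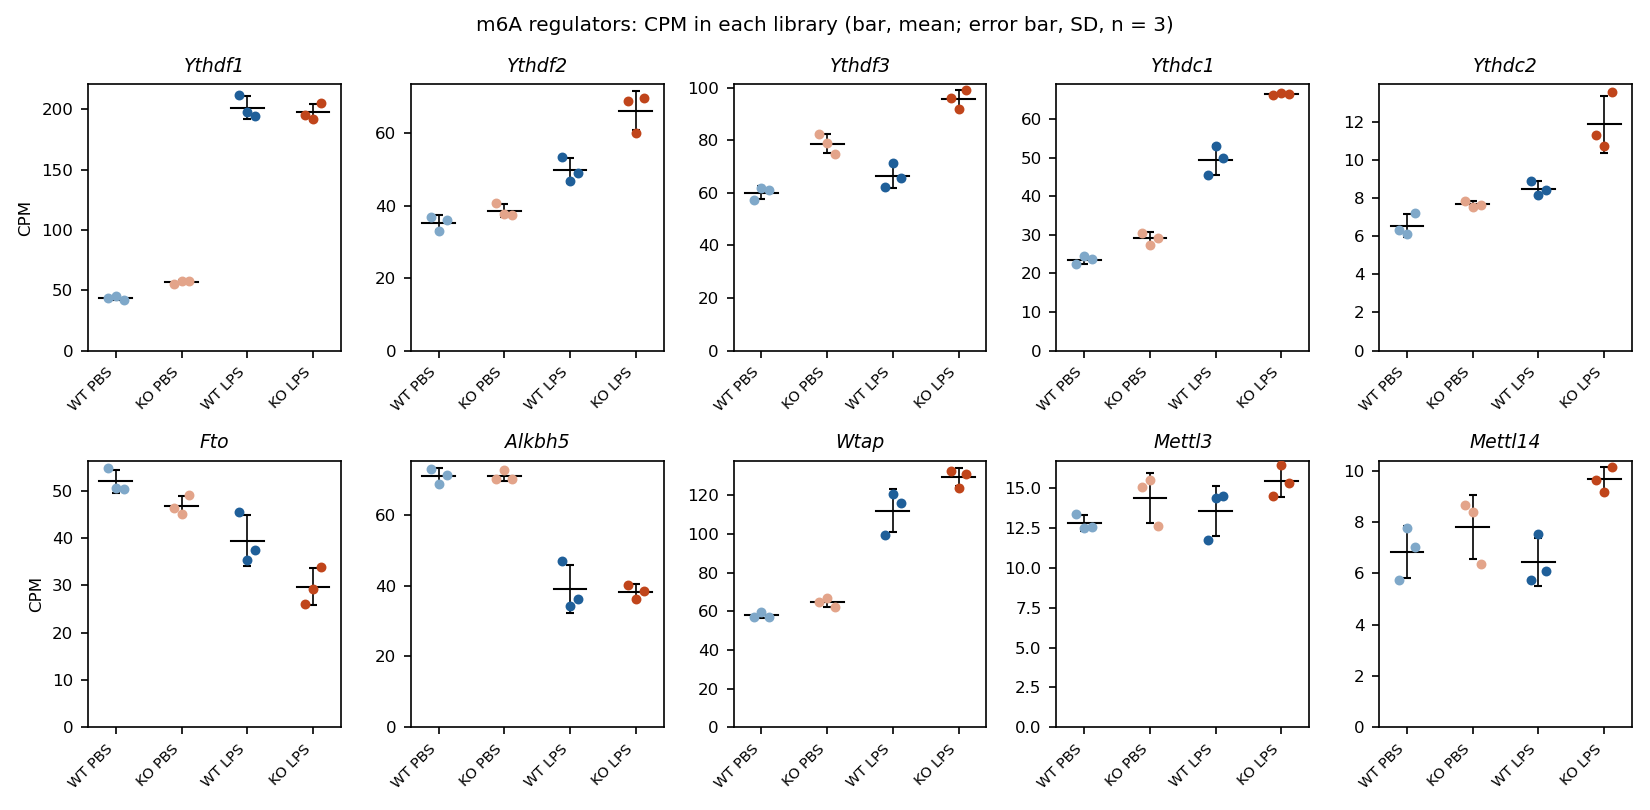
Abundance of 10 m6A regulators in CPM (vertical axes, from 0) in the 4 groups; each point is 1 library, the bar is the mean and the error bar the SD (n = 3). Ythdf1 averaged 202 CPM in WT LPS and 43.5 CPM in WT PBS and differed by -0.03 on the log2 scale between the KO and WT labels under LPS; the directions of Ythdf2, Ythdf3, Ythdc2 and Mettl3 between PBS and LPS and the call of Mettl14 depended on the scaling of the libraries.

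The response to LPS itself was measured within each genotype label. In WT, 9254 of the 12064 genes tested changed, 4404 higher and 4850 lower with LPS, and 4390 changed by more than 1 log2 unit. In the KO-labelled libraries, 9635 genes changed, 4682 higher and 4953 lower, and 5027 changed by more than 1 log2 unit. The share of higher genes depended on the scaling. With libraries scaled by totals alone, 10470 genes changed in WT and 21.2% of these were higher, against 47.6% with TMM. Under either label, only 1 of the 10 splits of the 6 libraries, the real one, gave as many genes. The other splits mix PBS and LPS libraries, which raises the dispersion, so their low counts are a weak measure of chance. The genes with the largest rise in WT were Tgtp1, at least 428-fold higher, and Serpina3f, at least 1632-fold higher, both at or under the floor in PBS, together with Nos2 (log2 fold change 12.89, adjusted p = 1.07e-09) and Il12b (12.35, adjusted p = 6.12e-18). The largest falls were those of Tcp11l2, at least 66.4-fold lower, and of Arhgap19 (-6.46), Lpar5 (-6.28) and Tmem273 (-6.22). In the KO-labelled libraries, the largest rises were those of Serpina3f (at least 810-fold higher), Il4i1 (at least 414-fold higher), Il1b (12.54) and Il6 (12.53). The largest falls were those of Engase (at least 75.6-fold lower), Lpin1 (at least 164-fold lower), Arhgap19 (-7.45) and Nat8l (at least 97.2-fold lower). All of these genes had PBS and LPS libraries free of overlap. Arhgap19 and Lpar5 held fractional counts in all 12 libraries, as reads shared with other genes would give.

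To find what the genotype label changed in resting cells, KO-labelled and WT libraries were compared under PBS. Of the genes tested, 3058 differed, 1486 higher and 1572 lower by the KO label. Only 399 of them differed by more than 1 log2 unit, 72 higher and 327 lower. The count was 4627 in a fit to these 6 libraries alone and 1992 without KO PBS replicate 1. The largest increases were those of Gdf3 (6.45, adjusted p = 2.08e-14), Gm41885 (3.41, adjusted p = 0.000181), Wdfy1 (2.59, adjusted p = 1.21e-12) and Smad6 (2.55, adjusted p = 1.41e-08). Gdf3, Gm41885 and Wdfy1 had fractional counts in all 12 libraries. Wdfy1 (gene 69368, chromosome 1 from 79702262 to 79776143) averaged 8.10 ± 0.503 CPM in WT PBS and 48.9 ± 0.104 CPM in KO-labelled PBS libraries (SD, n = 3), and is 1 of 5 genes chosen beforehand because they differ between C57BL/6 substrains. The largest decreases were those of Lrmda (-4.10, adjusted p = 7.30e-11), Tmem267 (-3.66, adjusted p = 9.67e-10), Marco (-3.13, adjusted p = 7.54e-09) and Ccl5 (-2.03, adjusted p = 5.26e-06). All 8 genes separated the 3 WT from the 3 KO-labelled libraries without overlap.

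The same comparison was then made under LPS. A difference was called for 4990 genes, 2663 higher and 2327 lower by the KO label, and exceeded 1 log2 unit for 570, 190 higher and 380 lower. The count was 3892 in a fit to these 6 libraries alone, below the 4627 of the same fit under PBS, so the order of the 2 counts depended on the fit. With totals alone, 5069 genes differed and the balance turned, with 37.9% higher in place of 53.4%. Among the genes called under PBS and those called under LPS, 1841 were shared, where chance would give 1264.9, and 1608 of these (87.3%) had the same direction. The largest increases were those of Gm41885 (3.89, adjusted p = 2.66e-05), Csf2 (3.86, adjusted p = 2.83e-07), Gdf3 (3.63, adjusted p = 5.87e-12) and Cxcl1 (3.23, adjusted p = 9.38e-14). The largest decreases were those of Myh4 (at least 37.5-fold lower, adjusted p = 0.0181), Acta1 (at least 81.4-fold lower, adjusted p = 0.00507), Gm16867 (-6.18, adjusted p = 8.11e-11) and Ifi208 (-4.34, adjusted p = 4.18e-14). Here too the libraries of the groups did not overlap for any of the 8 genes. Acta1, Gm16867 and Ifi208 held fractional counts in at least 11 libraries. Myh4 and Acta1 are transcripts of skeletal muscle, and Myh4 did not pass without WT LPS replicate 1 or with the replicate block.

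To test whether the KO label went with higher inflammatory mediators after LPS, 7 mediators that the study follows were compared. Under LPS, 6 of the 7 were higher by the KO label, both over all genes tested and adjusted over the list alone. At least 5 of the 7 had been picked by the study from these libraries, so the count adjusted over the list alone is not independent evidence. The largest difference was that of Cxcl1 (gene 14825, chromosome 5 from 90891241 to 90893115), with 116 ± 10.4 CPM in WT LPS and 1085 ± 57.3 CPM in KO-labelled LPS libraries (SD, n = 3). Cxcl2 (gene 20310, chromosome 5 from 90903871 to 90905938) was higher by 2.35 (adjusted p = 4.26e-06), with fractional counts in all 12 libraries. Il1b (gene 16176, chromosome 2 from 129364570 to 129371139) was higher by 1.89 (adjusted p = 0.000256) and averaged 2300 CPM in WT LPS and 8552 CPM in KO-labelled LPS libraries. Il1a (gene 16175, chromosome 2 from 129299610 to 129309972) was higher by 1.87 (adjusted p = 9.03e-12). Il6 (gene 16193, chromosome 5 from 30013114 to 30019981) was higher by 1.56 (adjusted p = 1.00e-06), and Tnf (gene 21926, chromosome 17 from 35199381 to 35202007) by 1.36 (adjusted p = 2.31e-09). Cxcl10 (gene 15945, chromosome 5 from 92346638 to 92348889) was higher by 0.39 without passing (adjusted p = 0.137), though it did pass in a fit to these 6 libraries alone. For all 7 genes, each KO-labelled LPS library lay above each WT LPS library. Directions were the same under the 3 other scalings. Under PBS, 0 mediators were higher, also at an unadjusted p under 0.05, and Il1a was lower (-0.46, adjusted p = 0.000264).

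**Figure D2:**
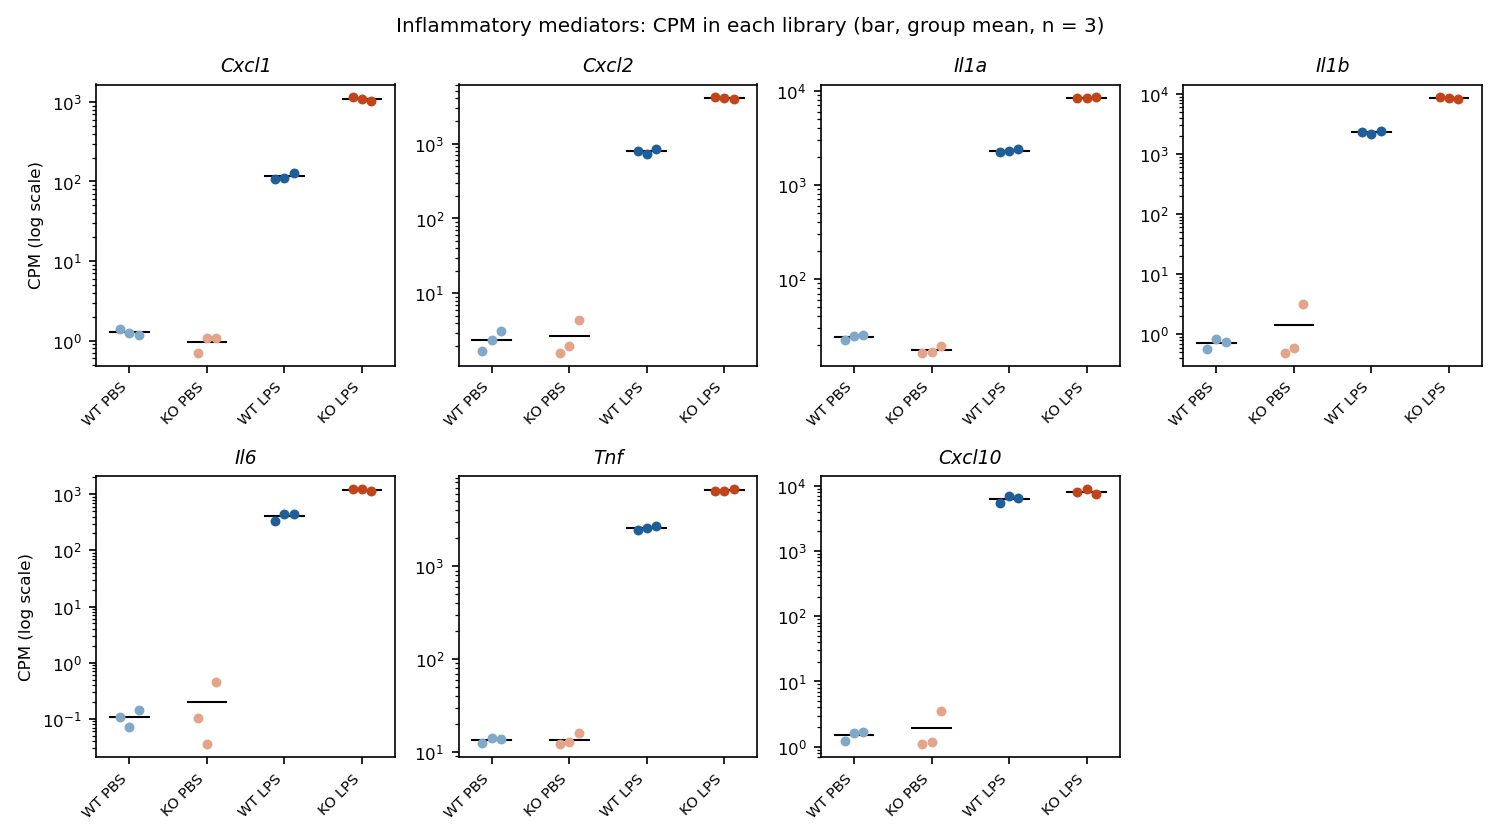
Abundance of 7 inflammatory mediators in CPM (vertical axes, log scale) in the 4 groups; each point is 1 library and the bar is the group mean (n = 3). Cxcl1 averaged 116 CPM in WT LPS and 1085 CPM in KO-labelled LPS libraries, and KO PBS replicate 3 lay above the other PBS libraries for Il1b, Il6, Cxcl10, Cxcl2 and Tnf.

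To ask whether LPS acted more strongly on these genes by the KO label, the interaction of genotype with LPS was tested. It was called for 2176 genes, of which 1180 had a more positive response by the KO label and 996 a more negative one, and 325 of them exceeded 1 log2 unit. Without WT LPS replicate 1 the count was 2685, and without KO LPS replicate 1 it was 1551. Of the 7 mediators, 4 had a larger response by the KO label, namely Cxcl1 (3.66, adjusted p = 2.88e-08), Il1a (2.34, adjusted p = 8.31e-10), Cxcl2 (2.20, adjusted p = 0.00350) and Tnf (1.35, adjusted p = 1.54e-06). As many mediators passed in 7 of 100 assignments of genotype within treatment, the real one included. Il1b (0.90, adjusted p = 0.477), Il6 (0.70, adjusted p = 0.690) and Cxcl10 (0.05, adjusted p = 0.967) did not pass. A single library decided this for Il1b, which was counted 14, 17 and 91 times in the 3 KO-labelled PBS libraries. Without KO PBS replicate 3 its interaction was 2.27 (adjusted p = 1.60e-05), and 5 mediators passed. Under the other alternatives the adjusted p of Il1b lay between 0.363 and 0.709. Among the called genes with a mean of at least 5 CPM in the higher group, Csf3, Il4i1, Cxcl1 and Cxcl3 had the largest positive interactions. The largest negative ones were those of Engase, Gdf3, Bmf and Sbk1. Csf3, Il4i1, Engase, Bmf and Sbk1 each had a group at or under the floor, so the size of their interaction was not measurable at this depth. Of the 12 fits that each left out 1 replicate, Il4i1 did not pass in 6 and Bmf in 8.

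The 5 lists of inflammatory genes were compared between the genotype labels in turn. Under LPS, 4 of the 5 were shifted up by the KO label in camera. The median log2 fold change was 0.48 for TNF and NF-κB signalling (60 genes, 50 of them higher, adjusted p = 3.53e-24), 0.38 for the inflammatory response (77 genes, 56 higher, adjusted p = 3.35e-14), 0.27 for IL-6, JAK and STAT3 signalling (59 genes, 43 higher, adjusted p = 2.24e-08) and 0.25 for the interferon alpha response (58 genes, 47 higher, adjusted p = 0.000186). The interferon gamma response did not pass (0.15, adjusted p = 0.306). These 4 held under fry and fgsea, while with an estimated correlation only the first 3 did. Of the 10 splits of these 6 libraries, 7, the real one included, shifted as many lists 1 way. This count cannot measure chance. Every split of the LPS and PBS libraries of either label also shifted all 5 lists 1 way, even where 0 genes were called. Under PBS, 0 lists were shifted up, also at an unadjusted p under 0.05, and 4 were shifted down. The medians under PBS were -0.20 for interferon alpha, -0.15 for interferon gamma, -0.12 for the inflammatory response and -0.02 for TNF and NF-κB signalling (adjusted p = 0.0499). The last list did not pass with upper-quartile scaling, no filter or the GC correction, nor without WT PBS replicate 3 (0.01), KO PBS replicate 1 (-0.0012) or KO PBS replicate 2 (0.01), which left 3 lists down. Over all its alternatives the adjusted p lay between 0.00185 and 0.349. With an estimated correlation 0 lists passed under PBS, with 1 at an unadjusted p under 0.05, and under fry 5 were down. In the interaction all 5 lists were shifted up in camera and fry, and 4 with an estimated correlation, the exception being interferon gamma. Of 100 assignments of genotype within treatment, 19 shifted as many lists 1 way, a count with the same limit. Between PBS and LPS itself, all 5 lists rose under both genotype labels. The interaction also takes in the lower medians under PBS, as for both interferon lists, and is not a measure of the LPS level alone. The lists shared 14 to 39 members with each other and held 1 to 7 of the mediators.

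**Figure D3:**
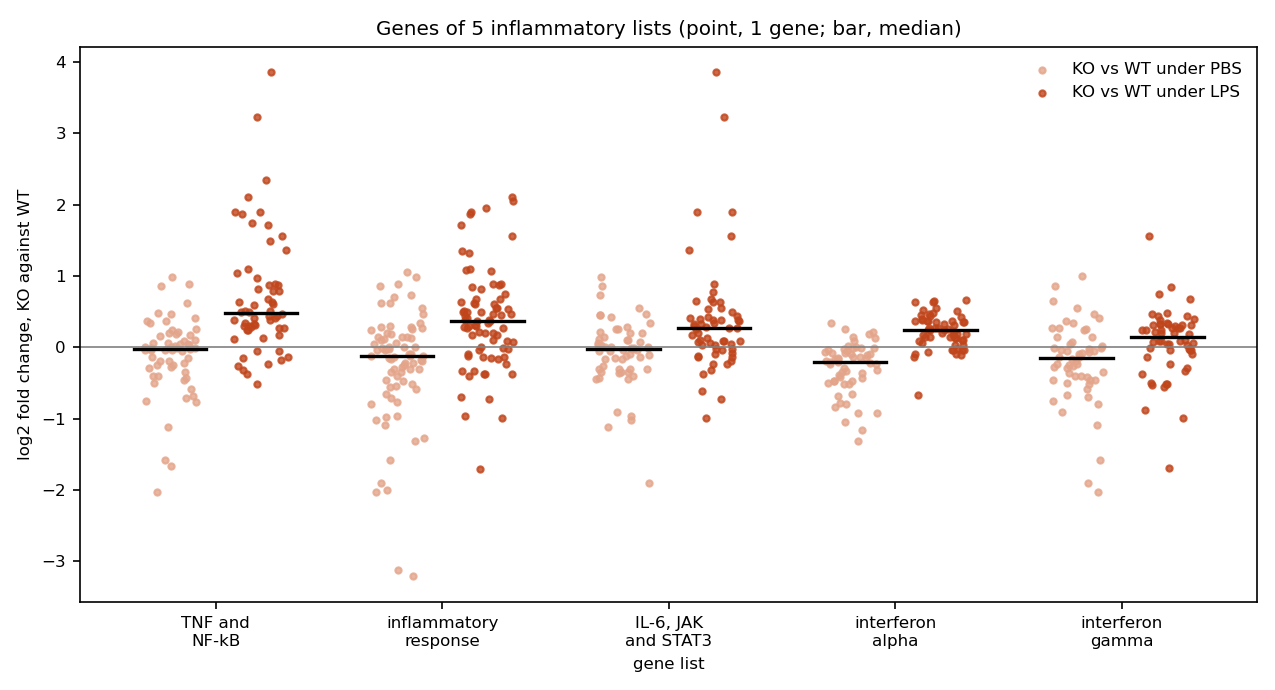
Log2 fold change by the KO label against WT (vertical axis) under PBS and under LPS for the genes of 5 inflammatory lists (horizontal axis); each point is 1 gene and the bar is the median. For TNF and NF-κB signalling the median was -0.02 under PBS and 0.48 under LPS.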

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

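The results in this part were singled out because the interaction test found that the response to LPS differed between the libraries labelled WT and KO. Of the tests given here, those on GC content, library scaling, WT LPS replicate 1, KO PBS replicate 3, the share of macrophages and strain background were chosen only after the result was seen.

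The interaction was called for 2176 genes and for all 5 inflammatory lists in camera. The median interaction of the lists was 0.50 for TNF and NF-κB signalling, 0.50 for the inflammatory response, 0.26 for IL-6, JAK and STAT3 signalling, 0.44 for interferon alpha and 0.32 for interferon gamma. With the genes of a group at the floor left out, the medians were 0.49, 0.50, 0.22, 0.44 and 0.32. Of the 54 named genes, 21 passed, 11 with a more positive response by the KO label and 10 with a more negative one. The positive ones were Cxcl1 (3.66), Cxcl3 (3.004), Ccl5 (2.50), Il1a (2.34), Cxcl2 (2.20), Marco (1.43), Tnf (1.35), Ddx3y (0.49) and Eif2s3y (0.41), with Csf3 (5.26) and Il4i1 (5.03) as fitted values that are no bound, since a group of each lay at the floor. The negative ones were Gdf3 (-2.82), Gm16867 (-2.26), Smad6 (-1.39), Fgfbp3 (-0.87), Ythdf1 (-0.42) and Ide (-0.41), with Engase (-3.70), Bmf (-2.35), Sbk1 (-2.28) and Lpin1 (-1.69), each with a group at the floor. With TMM, the fitted response changed its sign for Gdf3, from 2.36 in WT to -0.46 by the KO label, and for Fgfbp3, from 0.39 to -0.48. The rise of Fgfbp3 in WT rests on the scaling, since its counts were 75 to 80 in the WT PBS and 50 to 73 in the WT LPS libraries, whose totals were alike. A positive interaction need not mean a higher level under LPS by the KO label. Ccl5 differed between the labels by -2.03 under PBS and by 0.47 under LPS, and Marco by -3.13 and -1.70. Cxcl1, Il1a, Cxcl2 and Tnf, by contrast, were called higher under LPS as well. Of the 21 calls, 8 were not kept under every alternative. In the 12 fits that each left out 1 replicate, Bmf lost its call in 8 (-2.39 to -1.80), Il4i1 in 6 (3.96 to 5.05), Gm16867 in 6 (-2.28 to -1.90) and Eif2s3y in 4 (0.33 to 0.38). Lpin1 lost it without WT LPS replicate 1 (-1.33), KO LPS replicate 1 (-1.69) or KO LPS replicate 2 (-1.37), Fgfbp3 without WT LPS replicate 3 (-0.78) or KO LPS replicate 1 (-0.79), and Smad6 without WT LPS replicate 1 (-1.25) or 2 (-1.26). Among the other alternatives, calls were lost for Il4i1 with the replicate block (5.03), for Bmf with DESeq2 (-2.46), for Ddx3y with totals alone (0.35), and for Eif2s3y with upper-quartile scaling (0.36), totals alone (0.27) and the GC correction (0.27). Cxcl2, Cxcl3 and Gdf3 held fractional counts in all 12 libraries, and Gm16867 and Eif2s3y in 11.

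Chance was tested with 100 of the 200 assignments of genotype within treatment. Only 1 of the 100, the real one, gave as many genes, although another reached 2146. As many mediators passed in 7 of the 100. All 7 divided the LPS libraries as labelled and were the only ones drawn that did, so the mediator count rests on how the LPS libraries differ and is not special to how the PBS libraries were divided. For the lists, 19 of the 100 gave as many shifted 1 way, and 3 of these 19 divided the LPS libraries as labelled. A shift of all 5 lists was thus common among the assignments, but the list count cannot measure chance. Every split of the LPS and PBS libraries of either label also shifted all 5 lists 1 way, even where 0 genes were called. The number of genes also went with the LPS libraries, with 928 to 2176 in the 7 assignments that divided them as labelled and at most 686 in the 93 that mixed them. Mixed groups hold libraries that differ, which may lower the count by raising the dispersion, so a low count in these 93 is a weak measure of chance.

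Several technical explanations were weighed against this. After the GC trend of each library was removed, 2248 genes passed, 1825 of them among the 2176. Without the 15 most abundant genes, 2172 passed. Without WT LPS replicate 1, which stands apart from its group, 2685 passed. Without KO PBS replicate 3, which carries traces of induced transcripts, 1760 genes passed, and 5 mediators in place of 4. Such traces raise the KO PBS level of induced genes, which lowers their response by the KO label. This fit therefore cannot test them as a cause of the larger mediator response. Under each of the 3 other scalings, 4 mediators passed, with Tnf the smallest at 1.22 when libraries were scaled by totals alone, a scaling that moved the median interaction of all genes by -0.14. Apart from the fit without KO PBS replicate 3, each of these values argues against its explanation as the whole cause. The balance of directions is another matter. With totals alone only 24.4% of the called genes had a more positive response by the KO label, in place of 54.2%, so library scaling may set that share. A lower share of macrophages in the WT LPS libraries would raise macrophage genes by the KO label. The median of 10 general macrophage genes was instead -0.23 in that comparison, with 6 called lower and 1 higher. No general rise was thus seen, but the changes ranged from -0.53 to 0.68. LPS itself moved these genes by -0.54 to 3.09 in WT, so they cannot settle the share of macrophages.

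What also stays open is whether the KO-labelled cultures were stimulated more strongly, in dose, activity or time of LPS. Of the 2074 genes induced by more than 1 log2 unit in WT, 66.0% responded more by the KO label, and of the 2316 reduced ones 64.5% fell further. A larger response of this kind is also what a genotype effect would give, and the cultures coincide with the genotype labels, so the explanations cannot be told apart. A strain difference other than the Ythdf1 allele could act in the same way. Wdfy1, a gene that differs between C57BL/6 substrains, was higher by 2.73 in the KO-labelled LPS libraries, and the label carries any such difference with it. The preparation of the cells may differ too. Skeletal muscle transcripts summed to 54.6 to 59.97 CPM in the WT LPS libraries but to 5.75 to 6.34 CPM in the KO LPS libraries. KO PBS replicates 1 and 2 held 31.6 and 39.0 CPM, and replicate 3 held 9.81 CPM. A difference in preparation would go with the KO LPS group, hence with the interaction, and was not tested. A loss of YTHDF1 itself remains an open biological explanation. It was not tested here, since the Ythdf1 mRNA was not detectably lower in the libraries labelled KO. The paper's genotyping and YTHDF1 immunoblots of its knockout and chimeric mice bear on such a loss, but they were not made on these libraries.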

How the results depend on the processing

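The 5 counts of changed genes stayed within 1.5 times their reported values under RLE scaling, upper-quartile scaling, no filter, at least 10 counts in every library, DESeq2, the replicate block, totals alone and the GC correction. With a further threshold of more than 1 log2 unit they were smaller by construction, at 4390 (LPS in WT), 5027 (LPS in KO), 399 (KO against WT under PBS), 570 (KO against WT under LPS) and 325 (interaction). A fit to only the 6 libraries compared called 4627 genes between KO and WT under PBS, against 3058, and 3015 of the 3058 were among them. Under LPS the same kind of fit called 3892, against 4990, and 3868 of the 4990 were among them, so the order of the 2 counts was reversed. The mean chi-square per gene between replicates was 2.77 to 4.69 under PBS and 3.08 to 32.7 under LPS. The reported fit shares a single estimate of the spread over all groups. Such an estimate can be too wide for PBS and too narrow for LPS, so the LPS count may be too high. Whether this was the cause was not tested.

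Leaving out 1 replicate gave from 8912 to 9298 genes for LPS in WT, from 9307 to 9466 for LPS in KO, from 1992 to 2529 for KO against WT under PBS, from 4109 to 5021 for KO against WT under LPS, and from 1551 to 2685 for the interaction. Fewer libraries lower the power, but without WT LPS replicate 1 the interaction count rose to 2685, and the cause was not tested. Ythdf1 ranged from 2.17 to 2.24 (LPS in WT), from 0.37 to 0.44 (KO against WT under PBS) and from -0.0552 to 0.0115 (KO against WT under LPS). The last reversed without WT LPS replicate 1, at a size below the spread between replicates. The number of m6A regulators changed ranged from 7 to 8, of mediators higher under LPS from 6 to 6, and of mediators in the interaction from 4 to 5. The number of lists shifted up was 4 under LPS and 5 in the interaction in every fit that left out 1 replicate, and 0 under PBS, where the reported fit also gave 0 at an unadjusted p under 0.05. The number shifted down under PBS, 4 as reported, was 3 to 5 in these fits, 3 with upper-quartile scaling, no filter and the GC correction, 5 with fry and fgsea and 0 with an estimated correlation (1 at an unadjusted p under 0.05).

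Scaling moved the share of higher genes, as did single libraries by a smaller amount. Upper-quartile scaling moved the median change of all genes by -0.31 for LPS in WT and -0.36 for LPS in KO, and totals alone by -0.66 and -0.80, and by -0.14 in the interaction. The GC correction moved it by 0.12 and 0.11 for LPS in WT and in KO. The share higher was 47.6%, 48.6%, 48.6%, 53.4% and 54.2% as reported for the 5 contrasts in the order above, 32.6%, 33.8%, 42.2%, 41.6% and 43.1% with upper-quartile scaling, and 21.2%, 20.8%, 61.6%, 37.9% and 24.4% with totals alone. With 1 replicate left out, the share higher ranged from 46.7% to 57.8% in the interaction. For KO against WT under PBS it ranged from 47.1% to 56.9%. The GC correction gave 53.2% for LPS in WT. With the GC correction, 2345 of the 3058 genes and 3545 of the 4990 genes between KO and WT were still called.

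Single genes were compared under the alternatives 1433 times over 90 results. The direction and the side of the threshold stayed the same in 1346, 58 were weaker, 9 stronger and 20 reversed. For LPS in WT, totals alone reversed Ythdf2 (-0.17), Ythdf3 (-0.52), Ythdc2 (-0.29) and Mettl3 (-0.58), and upper-quartile scaling reversed Ythdf3 (-0.16) and Mettl3 (-0.23), which follows from the shift of all genes. Mettl14 ranged from -0.21 to 0.01 across the fits that left out 1 replicate and reversed without WT PBS replicate 2 (0.0132). Between KO and WT, Ide under PBS reversed with upper-quartile scaling (-0.0030) and the GC correction (-0.038), Uty under LPS with the GC correction (-0.10), and Entpd4 under LPS without KO LPS replicate 2 (0.0562), with a range from -1.34 to 0.0562. The interaction of Cxcl10 (0.05) reversed with upper-quartile scaling (-4e-04), totals alone (-0.093) and the GC correction (-0.0024), and ranged from -0.27 to 0.76 across the fits that left out 1 replicate. None of these reversals of the KO and WT comparisons passed the threshold, and their cause was not tested. Il1b in the interaction was the mediator that 1 library decided, since it rose from 0.90 to 2.27 without KO PBS replicate 3.

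For the 5 lists, compared 280 times over 15 results, 265 stayed the same, 12 were weaker and 3 stronger. The estimated correlation in camera accounted for 6 of the 12, and TNF and NF-κB signalling under PBS for the other 6. The depth limits genes near the floor of 3 counts. Under at least 10 counts in every library, 37 of the single-gene results had no value. The replicate numbers did not pair the libraries, since the residuals of the 18 pairs with the same number in different groups correlated with a median of 0.0117 (from -0.0758 to 0.128), and 1 of them was above 0.1. The replicate block gave 9267, 9631, 2969, 5030 and 2132 genes.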

Other observations

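Of the tests in this part, the other splits of the libraries, the position of genes near Ythdf1 and in segments, the GC test on the genes changed under both treatments and the co-variation of muscle genes were planned before their results were seen. The remaining tests were chosen only after the result was seen.

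For each pair of groups, the 6 libraries can be split 10 ways, so that the smallest share is 0.1 and chance cannot be excluded this way. Mixed splits also hold libraries that differ, which may lower their counts by raising the dispersion. For LPS in WT, 1 of the 10 splits gave as many genes, 1 gave as many m6A regulators and 1 gave as large a change of Ythdf1. For LPS in KO, 1 of the 10 splits gave as many genes. For KO against WT under PBS, 1 of the 10 gave as many genes and 1 as large a change of Ythdf1, whereas 4 gave as many lists shifted 1 way. Under LPS, 1 of the 10 splits gave as many genes and 1 as many mediators, 7 gave as many lists shifted 1 way, and 6 as large a change of Ythdf1. The list counts decide nothing here, since every split for LPS in WT and for LPS in KO shifted 5 lists 1 way.

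Ythdf1 mRNA was not detectably lower in the libraries labelled KO. Reads shared with Ythdf2, Ythdf3 or another copy are argued against by the counts, since 0 of the 12 libraries held a fractional Ythdf1 count. Library scaling is argued against as well, since the lowest of the 3 other scalings gave -0.12 under LPS, far from a loss. An exchange of single libraries between the labels is also argued against, since all 12 libraries lay on the side of their label for Wdfy1, with a highest value of 16.6 CPM in the WT libraries and a lowest value of 48.8 CPM in the KO-labelled ones. An exchange of all labels would not be seen this way. An allele that leaves most of the transcript in place is a candidate explanation. The 5 exons of the transcript are unequal, and the loss of exon 3, for example, would remove only 2.51% of its length. The gene totals cannot be told apart from such an allele without values per exon, which were not analysed here.

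A set of 137 genes differed by more than 1 log2 unit in the same direction between KO and WT under both treatments, 22 higher and 115 lower, and 133 of them had a position. Of these, 127 were still changed the same way after the GC trend of each library was removed, which argues against that trend. Passenger variants around the targeted gene could leave such a mark. Within 20 Mb of Ythdf1 lay 5 of the genes, with a median of 2 in 10000 random draws (permutation test, one-sided, p = 0.0425, adjusted p = 0.0850). Variants in segments that carry several of the genes could do so too, and 21 neighbouring pairs lay within 1 Mb of each other with a median of 15 in the draws (permutation test, one-sided, p = 0.123, adjusted p = 0.123). Neither passed the adjustment, and with so few genes near each other the question stays open.

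The WT and KO mice may be of different C57BL/6 substrains. Of the 5 substrain genes, 3 changed in the same direction under both treatments, against 13.3% of all genes tested (exact binomial test, one-sided, p = 0.0192). These were Wdfy1 (2.59 under PBS and 2.73 under LPS), Nnt (1.09 and 0.69) and Fgfbp3 (-0.46 and -1.33). Nnt averaged 18.1 CPM in WT PBS and 38.5 CPM in KO-labelled PBS libraries, so reads were counted under both labels. Gene totals cannot show whether exons of Nnt are missing under either label. Wdfy1 held fractional counts in all 12 libraries, and Fgfbp3 lost its call under PBS in each of the 6 fits that left out 1 replicate (-0.50 to -0.39) and with DESeq2, no filter, the replicate block, totals alone and the GC correction. That would leave 2 of the 5, for which the exact binomial test, one-sided, gives p = 0.135. A difference in background beside the Ythdf1 allele therefore stays open, and the number of these genes cannot be told apart from the share of all genes without Fgfbp3.

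Across genes, which are not independent replicates, the change between KO and WT went with GC content, with Spearman's rho of -0.28 under PBS, -0.36 under LPS and -0.20 for the interaction. Once the trend was removed, 2961 genes differed under PBS and 4714 under LPS, which argues against the trend as the whole cause. It still bears on which genes are called, since 76.7% and 71.0% of the reported genes were among them.

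WT LPS replicate 1 stood apart from replicates 2 and 3. Its deviation from the group went with GC content across genes (rho = 0.345) and as much with gene length (rho = 0.345). The deviations within a group of 3 are not independent of each other. In another group, KO PBS replicate 1 deviated against GC content by a similar size (-0.338). With gene length, KO LPS replicates 2 (-0.44) and 3 (0.399) deviated more than WT LPS replicate 1. The mean chi-square per gene between these KO LPS replicates was 16.7. A GC trend of WT LPS replicate 1 cannot be told apart from another difference by this measure, and no biological explanation was tested.

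Skeletal muscle transcripts varied between libraries. The 16 tested genes of the 17 listed summed to 31.6 to 59.97 CPM in 8 libraries, whereas KO PBS replicate 3 held 9.81 CPM and the KO LPS libraries 5.75 to 6.34 CPM. Acta1, an abundant member, lay between 7.07 and 16.1 CPM in the former and between 0.0354 and 0.187 CPM in the latter. The genes moved together, with a mean Spearman's rho between them of 0.796 over the 12 libraries, against a highest value of 0.414 in 1000 random lists (p = 0.001, the smallest these can give). This may rest on the 4 libraries with low values, since the value without them was not computed. RNA of skeletal muscle, taken up with the cells, is a candidate source in the other 8 libraries, and the falls of Myh4 and Acta1 under LPS by the KO label may be due to it. A response to genotype or LPS cannot be told apart from it in the KO LPS libraries. Within the KO PBS group the 9.81 CPM of replicate 3 stood against 31.6 and 39.0 CPM in replicates 1 and 2. Muscle RNA present in only some of the libraries would give such a difference. A response to genotype or LPS alone would not, since the 3 libraries share both labels, but 1 library does not exclude it elsewhere.

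In the same KO PBS replicate 3, transcripts that LPS induces were raised. Over 45 genes with at least 300 CPM in the KO LPS libraries and at least 300-fold induction, its excess over replicates 1 and 2 had a median of 5.04 per 10000 of the KO LPS level (interquartile range 2.97 to 9.35), and 40 of the 45 were positive. Between replicates 2 and 1 the median difference was 0.295. Carry-over of RNA or reads from an LPS library would give a single share for all genes, as would a few activated cells. The spread between genes is wide and the counts are low, so these cannot be told apart.

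All 5 tested fibroblast genes of the 6 listed were lower by the KO label under both treatments, with log2 fold changes from -1.22 to -0.83 under PBS and from -1.14 to -0.79 under LPS. The most abundant, Col1a2, averaged 33.3 CPM in WT PBS and 14.3 CPM in KO-labelled PBS libraries. The values are consistent with a lower share of fibroblast-like cells in the KO-labelled libraries, with -0.79 the highest of the 10 changes, though a change in such cells would look alike.

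The other lists gave the following values, with no explanation tested. Of 12 housekeeping genes, 1 was higher and 5 lower by the KO label under PBS, and 1 higher and 6 lower under LPS. Of 11 resident macrophage genes, 1 was higher and 7 were lower under PBS, with a median of -0.79, and 5 were lower under LPS, with a median of -0.56. Of the 6 tested monocyte-derived macrophage genes, 3 were lower under PBS, and 1 was higher and 2 were lower under LPS. Of 8 mesothelial genes, 2 were lower under PBS and 1 under LPS. Of the 4 tested neutrophil genes, 2 were higher and 1 lower under PBS, and 3 higher and 1 lower under LPS. Of the 4 tested T cell genes, 1 was lower under PBS and 2 were lower under LPS. For B cells, eosinophils and mast cells 1 gene each was tested, with changes by the KO label of -0.20, -0.39 and -1.39 under PBS and 0.23, -0.86 and 1.54 under LPS. The general macrophage genes had a median of 0.03 under PBS and -0.23 under LPS. All 4 tested genes of the Y chromosome were expressed in the 4 groups and were higher by the KO label under PBS, from 0.30 to 0.46, and 3 of them were higher under LPS, the exception being Uty, which did pass without KO LPS replicate 2 (0.38). Under PBS, Uty did not pass in 5 of the 6 fits that left out 1 replicate (0.28 to 0.32), all but that without KO PBS replicate 3. Without the GC trend, Uty (0.06) and Eif2s3y (0.16) did not pass under PBS.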
